A study of Arabidopsis thaliana with 24 samples.

How the data were processed

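Messenger RNA was measured by RNA-seq in fully expanded leaves of Arabidopsis thaliana plants aged 35 days. Per the labels and the series' design text, the plants were wild-type Col-0, the line BBX32-10 that over-expresses the B-box gene BBX32, and hy5-2, a null mutant of the bZIP transcription factor gene HY5. Plants either stayed in their growth light of 150 µmol photons per square metre per second (low light, LL) or were moved for 3.5 h to about 1100 µmol per square metre per second of white light (high light, HL). The 24 libraries formed 6 groups of 4, each library from a different plant.

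Per the labels' protocols, polyadenylated RNA was selected with oligo-dT beads, fragmented, copied into cDNA from random primers and size-selected before sequencing by a service provider. The aligner, the counting program, the gene lengths and the use of strand were not stated in the labels. The deposited table gave FPKM (fragments scaled to gene length and to the library's total) for 34218 genes. Of these genes, 8980 were listed at 0 in every library. Gene names are those of the deposited table and coordinates those of the TAIR10.1 annotation. Of its gene IDs, 32548 matched the TAIR10.1 annotation, and 99.95% of the matched IDs had the same start and end there.

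The depth behind the FPKM values was recovered from their steps. Each gene's values in a library were whole multiples of what 1 fragment was worth, to within 0.05 of a whole number. This held for 93.3% of genes above 0 with the mean annotated transcript length. The other 1691 genes were whole only with another whole-number length. The recovered depth ranged from 35408723 to 49341933 fragments per library. For a gene of 1 kb, 1 fragment was worth 0.0203 to 0.0282 FPKM. A gene at 0 in a library was read as at most 3 fragments, a floor that covers counting error only. No 2 libraries agreed within counting noise: over the 36 pairs of replicates, chi-square per degree of freedom ranged from 14.8 to 232.7, so all 24 libraries were counted separately.

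FPKM was transformed as log2(FPKM + 1), so fold changes are on that scale and understate the change of low genes. Genes with FPKM of at least 1 in at least 4 libraries were tested, 17788 in all. A mean per group was fitted to all 24 libraries with limma 3.58.1 (lmFit, contrasts.fit and eBayes with an intensity trend) in R 4.3.3. Tests were two-sided with Benjamini-Hochberg adjustment within each of 12 contrasts, and a gene was called at an adjusted p under 0.05. The contrasts were the HL response in each genotype, each mutant line against Col-0 in LL and in HL, the interactions of each line with HL, and hy5-2 against BBX32-10 in each light and in their response.

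The size of the HL response was a score per library, the mean signed log2 value over genes called at 2-fold or more in the genotype outside the comparison. Genotype labels were permuted within each light level in an exact two-sided test of 4900 arrangements, whose smallest p is 0.000408. Overlap and correlation between the lines were set beside 100 simulations of unchanged lines against the same Col-0 libraries, because both lines share those controls. They were also computed with separate Col-0 libraries for each line. Lists of flavonoid and anthocyanin, light-harvesting antenna, heat shock, and reactive oxygen and high light genes were tested with camera at a preset correlation of 0.01, adjusted over 48 tests, with fry as the alternative. A list of salicylate-associated genes was written later, after some defence genes had been seen.

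The named genes followed a rule. BBX32, HY5, HYH, ELIP1, ELIP2, APX2, ZAT10, ZAT12, CHS and MYB75 were always named. For the HL response in Col-0 the 3 largest rises and falls were added, and for each comparison of a line with Col-0 and each interaction the 2 largest. These were taken among called genes whose libraries did not overlap between groups, or for an interaction among genes called in every fit that left out 1 library. Overlapping genes were read from the TAIR10.1 annotation, and similar transcripts were sought with blastn 2.17.0 at 90% identity or more over at least 100 bases. Counts over overlapping or similar genes are uncertain, because the labels state neither strand use nor the handling of shared reads.

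Alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, libraries rescaled by the median of their ratios to the gene-wise geometric mean (factors 0.869 to 1.14), fits of only the libraries compared, a further 2-fold requirement, the replicate number as a block, and each library left out in turn. The groups, tests, lists, naming rule and these alternatives were fixed before the data were examined. A fit of limma voom to the recovered fragments was added and was chosen after seeing the data. GC content and length were taken from the TAIR10.1 sequence for 99.4% of tested genes. Depth was equalised by thinning every library to the depth of the smallest.

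The functions were tested on simulated data. In 5 draws with 200 of 17788 genes changed by 1.5 on the log2 scale, limma recovered 95.8% of the changed genes, and 4.77% of its calls were false. Every group had the same spread in these draws, so unequal spread between groups was not tested. Other splits of the libraries were refitted for each count, all 35 splits for a comparison of 2 groups and 100 drawn splits otherwise. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for depth, annotation and figures.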

Results

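Leaf transcriptomes of wild-type Col-0, the BBX32 over-expressing line BBX32-10 and the HY5 null mutant hy5-2 were compared in LL and after 3.5 h of HL, with 4 plants in each of 6 groups. The study asked whether the 2 lines affect similar cohorts of genes in short-term HL. Recovered depth per library ranged from 35408723 to 40866178 fragments in Col-0 LL, 36054202 to 40710139 in Col-0 HL, 36780813 to 44995658 in BBX32-10 LL, 36689484 to 45438369 in BBX32-10 HL, 35672650 to 43486845 in hy5-2 LL and 37248318 to 49341933 in hy5-2 HL. Of 17788 tested genes, the first principal component of log2(FPKM + 1) carried 38.1% of the variance and the second 27.8%.

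**Figure D1:**
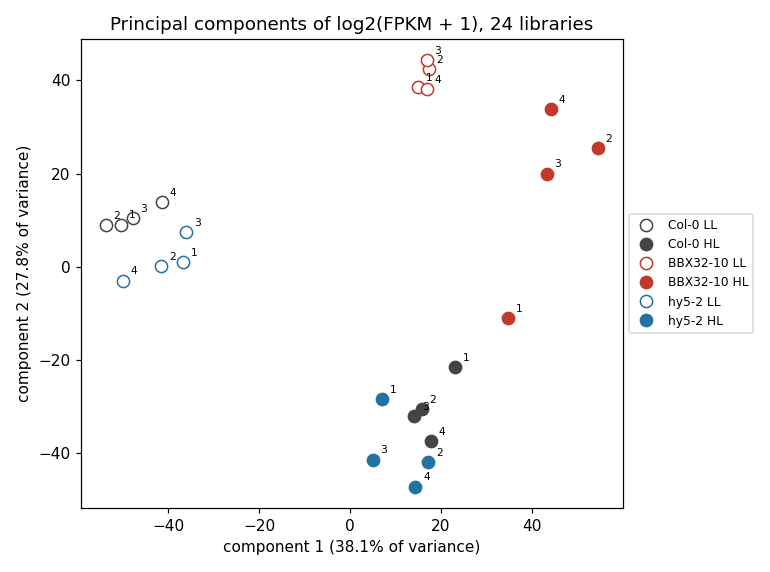
Principal components of log2(FPKM + 1) for the 24 libraries, with component 1 (38.1% of variance) on the horizontal axis and component 2 (27.8%) on the vertical axis. Open points are LL and filled points HL, colours are genotypes and numbers are replicates; BBX32-10 HL replicate 1 lies between the other BBX32-10 HL libraries and Col-0 HL.

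The targeted genes were examined first. BBX32 (AT3G21150, chromosome 3, 7412445 to 7413727, 1 exon) was at 3.30 ± 0.787 FPKM (SD, n = 4) in Col-0 LL and 845 ± 39.1 in BBX32-10 LL, a ratio of means of 256. In HL it was at 15.0 ± 1.42 in Col-0 and 764 ± 299 in BBX32-10, where replicate 1 held 364 FPKM against 719 to 1049 in the others. HY5 (AT5G11260, chromosome 5, 3593335 to 3595073, 4 exons) was at 7.40 ± 0.899 FPKM in Col-0 LL and 21.4 ± 3.29 in Col-0 HL. In hy5-2 it was at 0.711 ± 0.293 in LL and 0.499 ± 0.313 in HL. In BBX32-10 HY5 was at 36.9 ± 3.84 in LL and 37.3 ± 6.73 in HL, above Col-0 by 2.17 and 0.77 on the log2 scale (limma adjusted p 6.72e-10 and 0.000957), although the difference in HL was not called with a pseudocount of 0.1. These levels followed the genotype labels in all 24 libraries.

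**Figure D2:**
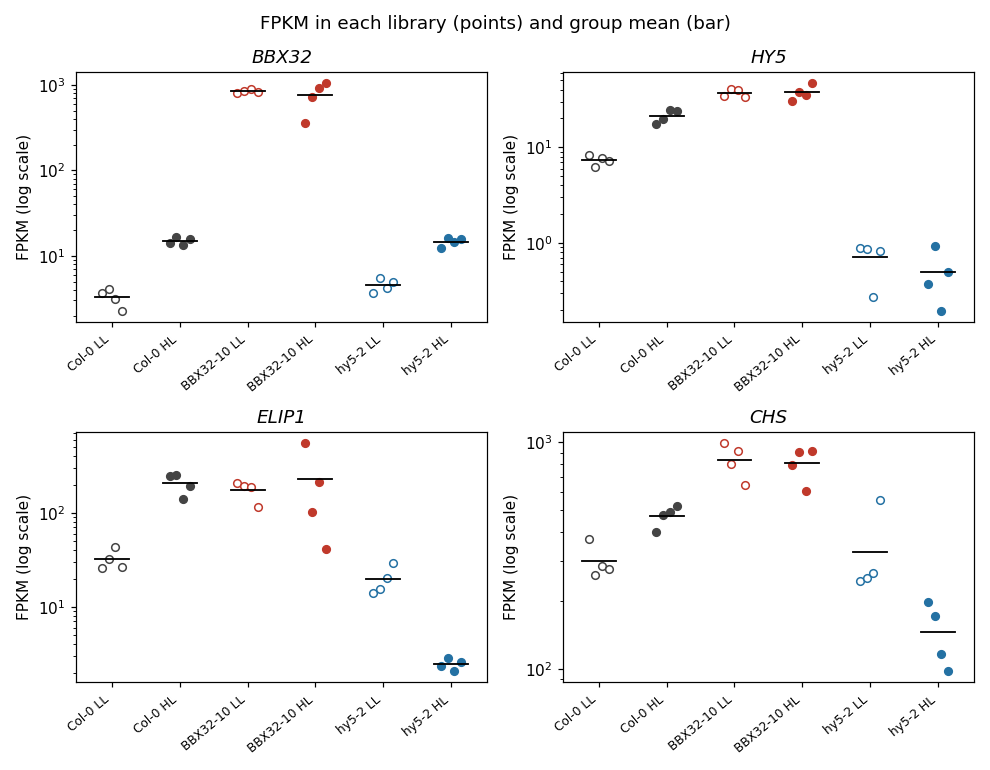
FPKM (log axis) of BBX32, HY5, ELIP1 and CHS in each library, with points for libraries and a bar for the mean of 4. BBX32 was at 364 FPKM or more in every BBX32-10 library and at 16.6 or less in the other libraries.

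To define the response to HL, HL was compared with LL within each genotype by limma. In Col-0, 9182 genes were called, 5340 higher and 3842 lower. The alternative that moved this count most was the further 2-fold requirement, which left 1540. After rescaling of the libraries the split was 4627 higher and 4915 lower, so the balance of directions depended on scaling. In BBX32-10, 3487 genes were called (1912 higher, 1575 lower), and in hy5-2, 7732 (4104 higher, 3628 lower). Fits of only the libraries compared called 10120 in Col-0, 1982 in BBX32-10 and 6535 in hy5-2.

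**Figure D3:**
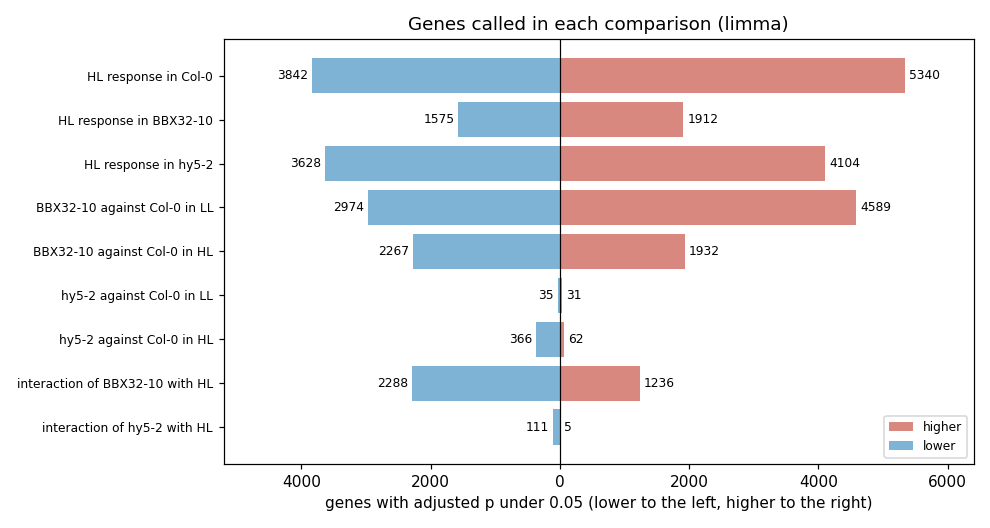
Number of genes with an adjusted p under 0.05 (limma) in each comparison, with lower genes to the left of 0 and higher genes to the right. The HL response held 9182 calls in Col-0, 3487 in BBX32-10 and 7732 in hy5-2.

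The largest rises in Col-0 were HSP17.6B (AT2G29500, chromosome 2, 12633065 to 12634120), AT2G27420 and AT3G10185. HSP17.6B rose from 2.37 ± 0.595 to 235 ± 141 FPKM (SD, n = 4; log2 change 5.97, SE 0.41, limma adjusted p 2.58e-10). AT2G27420 (chromosome 2, 11726134 to 11727654) rose from 3.55 ± 0.881 to 85.2 ± 6.06 FPKM, a value left uncertain by 272 bases of similar sequence in AT2G27395. AT3G10185 (chromosome 3, 3145526 to 3146283) rose from at most 0.217 FPKM in Col-0 LL libraries to between 16.5 and 20.5 in Col-0 HL, also uncertain because it overlaps the antisense gene AT3G10180 over 155 bases. The largest falls were LHB1B1, AT5G48490 and ATCTH (AT2G25900). LHB1B1 (AT2G34430, chromosome 2, 14524607 to 14525918) fell from 3497 ± 251 to 255 ± 45.7 FPKM, and this value is uncertain because AT2G34420, 91.4% identical to it over 806 bases, was listed at 0 in every library. AT5G48490 (chromosome 5, 19647784 to 19648362) fell from 38.2 ± 4.65 to 1.99 ± 1.21 FPKM, and ATCTH (chromosome 2, 11041331 to 11043256) from 46.5 ± 4.15 to 2.98 ± 0.766.

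BBX32-10 was compared with Col-0 in each light to ask what over-expression of BBX32 changes. In LL 7563 genes were called by limma, 4589 higher and 2974 lower, against 3523 higher and 3818 lower after rescaling. In HL 4199 were called, 1932 higher and 2267 lower, and 1940 in a fit of only the libraries compared. Without BBX32-10 HL replicate 1, 6272 were called and 55.5% of them were higher, so the balance of directions depended on that library. Besides BBX32 (log2 change 7.64, SE 0.21, limma adjusted p 7.19e-17 in LL), the largest rise in LL was ELIP2 (AT4G14690, chromosome 4, 8418242 to 8419325), from 6.30 ± 4.36 to 62.9 ± 21.6 FPKM (SD, n = 4). The largest falls in LL were PCR1 (AT1G14880, chromosome 1, 5132506 to 5133860), from 511 ± 308 to 3.98 ± 1.07 FPKM, and PDF1.2A (AT5G44420, chromosome 5, 17906968 to 17907638), from 65.4 ± 48.9 FPKM to 0 in 3 libraries and 0.376 FPKM in replicate 3. In HL the largest rise besides BBX32 was ChlADR2 (AT3G04000, chromosome 3, 1035238 to 1036672), at 1.94 ± 0.420 FPKM in Col-0 and 6.85 to 68.3 in the BBX32-10 libraries. Its level is uncertain because it overlaps the antisense AT3G04010 over 479 bases. The largest falls in HL were AT1G76960 (chromosome 1, 28920317 to 28920976), from 412 ± 122 to 43.6 ± 63.6 FPKM, and PR5 (AT1G75040, chromosome 1, 28177670 to 28179022), from 212 ± 83.9 FPKM to between 3.25 and 40.4, with log2 changes of −4.51 and −4.28 (SE 0.66 and 0.56).

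hy5-2 was compared with Col-0 in the same way. In LL 66 genes were called by limma (31 higher, 35 lower), a count that ranged from 27 without hy5-2 LL replicate 4 to 91 without hy5-2 LL replicate 1. In HL 428 were called, 62 higher and 366 lower, and rescaling gave 95 higher and 172 lower. Leaving out Col-0 HL replicate 4 gave 240. In LL the largest rises were THI2.2 (AT5G36910, chromosome 5, 14561743 to 14562863), from 4.22 ± 0.704 to 16.6 ± 3.02 FPKM (SD, n = 4), and AT5G58770 (chromosome 5, 23734273 to 23735767), from 27.4 ± 3.17 to 51.6 ± 3.32 FPKM. THI2.2 was no longer called with a pseudocount of 0.1, and AT5G58770, which overlaps the antisense AT5G58780 over 148 bases, was not called without Col-0 LL replicate 4, at a log2 change of 0.83 against 0.90. The falls in LL were HY5 (log2 change −2.31, SE 0.15) and GSTU26 (AT1G17190, chromosome 1, 5875295 to 5876620), from 8.93 ± 1.77 to 2.98 ± 0.719 FPKM. In HL the largest rises were AT3G54830 (chromosome 3, 20311901 to 20315887), from 4.33 ± 0.537 to 9.64 ± 1.19 FPKM, and PGM (AT2G17280, chromosome 2, 7513128 to 7515117), from 3.57 ± 0.604 to 7.41 ± 0.682 FPKM. PGM was called in only 1 of 8 fits that left out a library, with log2 changes of 0.81 to 0.96, and was not called with a pseudocount of 0.1. The largest falls in HL were ELIP1 (AT3G22840, chromosome 3, 8084405 to 8085669, 3 exons), from 208 ± 52.3 to 2.48 ± 0.337 FPKM (log2 change −5.88, SE 0.46, limma adjusted p 7.45e-08), and HY5 (log2 change −3.91, SE 0.15).

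Whether a line changed the response itself was tested with the interaction of genotype and light. For BBX32-10, 3524 genes were called by limma, 1236 higher and 2288 lower, against 1883 higher and 1851 lower after rescaling. For hy5-2, 116 were called, 5 higher and the rest lower, against 9 higher and 39 lower after rescaling, and 317 without hy5-2 LL replicate 4. The highest BBX32-10 interactions among genes called in every fit that left out a library were 2 long non-coding RNAs near the floor, AT3G06955 (chromosome 3, 16498192 to 16498394) and AT3G06655 (chromosome 3, 15612537 to 15612836). Col-0 LL held 9 to 72 fragments of AT3G06955 per library and 51 to 70 of AT3G06655, and Col-0 HL held 0 to 4 and 0 to 2. The lowest such BBX32-10 interactions were ELIP2 (−3.63, SE 0.97, limma adjusted p 0.0107) and AT2G27420 (−3.33, SE 0.84, limma adjusted p 0.00764). For hy5-2 they were ELIP1 (−5.18, SE 0.65, limma adjusted p 0.000240) and LPR1 (AT1G23010, chromosome 1, 8147118 to 8149891; −2.28, SE 0.21, limma adjusted p 7.41e-06), and no rise met the naming rule. LPR1 rose from 1.11 ± 0.340 to 6.40 ± 0.535 FPKM (SD, n = 4) in Col-0 and fell from 1.06 ± 0.235 to 0.497 ± 0.0509 in hy5-2, and it overlaps the antisense AT1G23020 over 24 bases.

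The size of the response was compared on genes chosen in the third genotype. On 988 genes called in hy5-2 at 2-fold or more, the score rose by 1.42 in Col-0 and by 0.67 in BBX32-10, which is 47.1% of the Col-0 response. The difference was −0.75 (exact two-sided permutation, n = 4 per group, p = 0.00408). The BBX32-10 score lay 0.66 above Col-0 in LL and −0.095 relative to Col-0 in HL. On 326 genes chosen in BBX32-10, the score rose by 1.34 in Col-0 and 1.22 in hy5-2, or 90.7%, a difference of −0.12 that was not past the threshold (exact permutation p = 0.202, n = 4 per group). This choice leaves out genes without a called HL response in BBX32-10. Among them are HY5, HYH and ELIP1, with hy5-2 interactions of −1.60, −0.94 and −5.18. The 90.7% thus covers only genes that respond in BBX32-10, and the 47.1% only genes that respond in hy5-2. Leaving out a library moved the 2 differences from −0.79 to −0.71 and from −0.19 to −0.090, and the hy5-2 difference was past the threshold without hy5-2 HL replicate 4 (−0.19, exact permutation p = 0.0453).

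**Figure D4:**
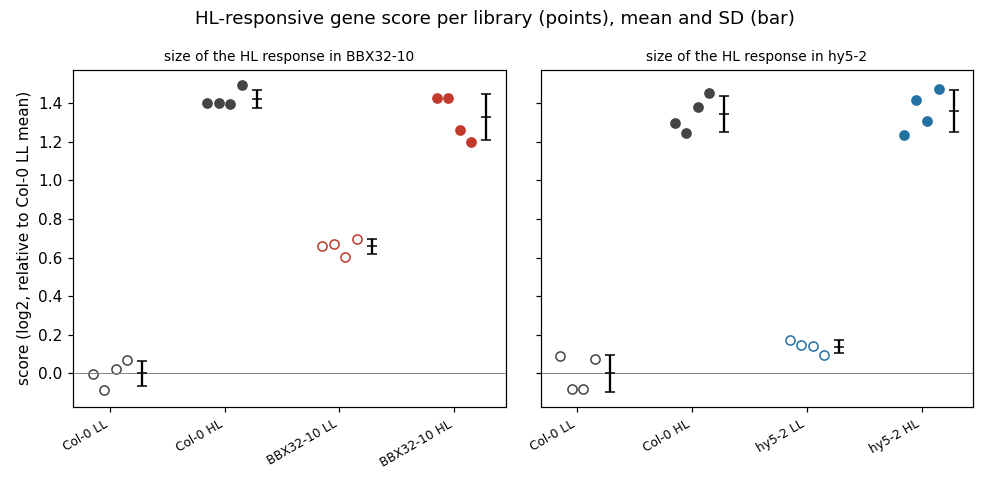
Score of HL-responsive genes per library (log2, relative to the Col-0 LL mean), with the mean and SD of 4 libraries as a bar. On the 988 genes of the BBX32-10 comparison, the BBX32-10 LL libraries lay 0.66 above Col-0 LL on average and BBX32-10 HL lay −0.095 from Col-0 HL.

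The question of similar cohorts was addressed by the overlap of calls. In LL 52 genes were called in both lines, 43 of them the same way and 9 opposite. In HL 145 were called in both, 59 the same way and 86 opposite. Of the 86, 64 were higher in BBX32-10 and lower in hy5-2, and 22 the reverse. In the interactions 93 were called in both, 91 the same way, of which 89 were lower. A shared sign of the interaction does not mean shared levels. LPR1, lower in both interactions, was at 6.32 ± 0.920 FPKM (SD, n = 4) in BBX32-10 LL against 1.11 ± 0.340 in Col-0 LL. In hy5-2 HL it was at 0.497 ± 0.0509 against 6.40 ± 0.535 in Col-0 HL. Simulated unchanged lines sharing the Col-0 libraries gave 0 genes called the same way in each of 100 draws, but unchanged lines have almost no calls to share, so this level does not measure the overlap of changed lines. Of the hy5-2 calls, 78.8% in LL, 33.9% in HL and 80.2% in the interaction were also called in BBX32-10 in either direction, where 7563, 4199 and 3524 of all 17788 tested genes were called in BBX32-10. Leaving out 1 library moved the number called the same way from 15 without Col-0 LL replicate 2 to 59 without hy5-2 LL replicate 1 in LL. In HL it moved from 24 without Col-0 HL replicate 4 to 131 without BBX32-10 HL replicate 1, and in the interactions from 53 without Col-0 HL replicate 4 to 218 without hy5-2 LL replicate 4. Across tested genes, which are not independent replicates, effects correlated with r = 0.30 in LL (Spearman 0.37), −0.10 in HL (Spearman −0.00014) and 0.51 in the interactions (Spearman 0.53). In the simulated unchanged lines, shared controls gave a mean r of 0.48 in LL, 0.49 in HL and 0.47 in the interactions. Nearly all draws lay from 0.063 to 0.75, 0.039 to 0.79 and 0.039 to 0.79. The LL and interaction values lay within these ranges, and the HL value below its range. These lines had no changes of their own, so the ranges are no baseline for r between changed lines. With separate Col-0 libraries for each line, mean r was 0.19 in LL (0.066 to 0.30 over 6 splits) and −0.19 in HL (−0.32 to −0.058 over 6). In the interactions it was 0.29 (0.12 to 0.45 over 36). Without shared controls, r was thus positive in every split in LL and in the interactions, and negative in HL. These splits reuse the same libraries and are not independent.

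**Figure D5:**
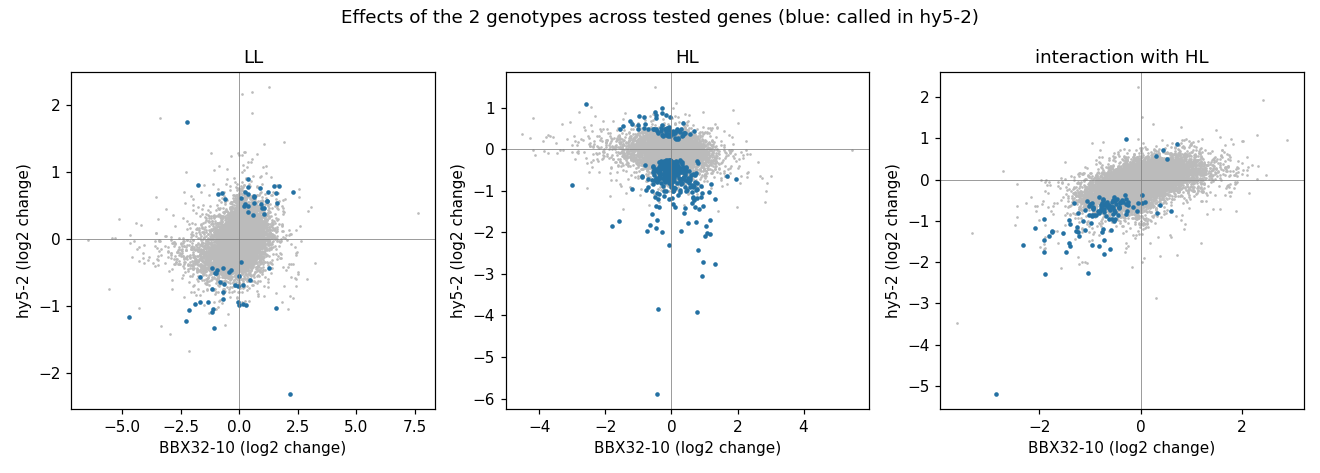
Effect of BBX32-10 (horizontal axis) against that of hy5-2 (vertical axis), both as log2 changes against Col-0, in LL, in HL and for the interaction with HL. Each point is a tested gene and blue points were called in hy5-2; of the 116 blue genes in the interaction, 91 were also called the same way in BBX32-10.

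The direct comparison of the lines called 7019 genes in LL, 2439 higher in hy5-2 and 4580 lower, against 3315 and 3181 after rescaling. In HL it called 5788 by limma, 2058 higher and 3730 lower, against 2915 and 2545 after rescaling. Rescaling shifted the median log2 change of all genes by 0.10 in HL, from −0.11 to −0.0099. The responses of the lines differed in 1405 genes (746 higher, 659 lower), and in 2736 without BBX32-10 HL replicate 1.

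Gene lists were tested with camera, and their results carry a limit: random assignments of the 24 libraries to the 6 groups gave a median of 21 of 48 list tests past the threshold, against 28 observed. Under fry, all 28 held except the heat shock interaction of BBX32-10 (adjusted p 0.353), the antenna interaction of hy5-2 (0.216) and the heat shock difference between the interactions (0.0659). Fry also called the reactive oxygen and high light list for hy5-2 against BBX32-10, where camera did not, in LL (median −0.78, adjusted p 0.00514) and HL (median −0.73, adjusted p 0.000450). The 17 tested flavonoid and anthocyanin genes had a median log2 change of 1.31 in the HL response of Col-0, 0.16 in BBX32-10 and 0.00025 in hy5-2, where rescaling gave −0.0083. They lay 1.99 above Col-0 in BBX32-10 LL, 0.91 above in BBX32-10 HL and at −1.70 in hy5-2 HL. Their interactions were −1.16 in BBX32-10 and −1.29 in hy5-2 (limma fry, adjusted p 0.00324 and 0.000697). The 17 antenna genes fell in HL with medians of −1.34 in Col-0, −0.52 in BBX32-10 and −1.30 in hy5-2. Their BBX32-10 values were −0.42 in LL and 0.46 in HL, with an interaction of 0.79 (limma fry, adjusted p 1.93e-08). The 17 heat shock genes had medians of 1.52, 3.03 and 1.33 in the HL responses of Col-0, BBX32-10 and hy5-2. The 13 reactive oxygen and high light genes were at −0.36 in hy5-2 LL and −0.25 in hy5-2 HL (limma fry, adjusted p 0.0255 and 0.00182), and at −0.63 in the HL response of Col-0, which was not past the threshold.

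Of the 10 genes always named, 9 were tested. In the HL response of Col-0, 8 were called over all genes and 8 adjusted over the list alone. The counts were 7 and 8 adjusted over the list alone for BBX32-10 in LL, 5 and 5 in HL, 2 and 2 for hy5-2 in LL, and 4 and 6 in HL. They were 6 and 6 adjusted over the list alone for the BBX32-10 interaction, and 4 and 5 for that of hy5-2. For the HL response they were 1 and 0 in BBX32-10 and 5 and 5 in hy5-2. For hy5-2 against BBX32-10 they were 8 and 8 in LL, 8 and 8 in HL and 4 and 4 for the response. CHS (AT5G13930, chromosome 5, 4488476 to 4490264) was at 299 ± 51.9 and 474 ± 52.5 FPKM (SD, n = 4) in Col-0 LL and HL, 837 ± 150 and 807 ± 142 in BBX32-10, and 329 ± 153 and 146 ± 46.5 in hy5-2. The CHS rise in Col-0 was not called without Col-0 LL replicate 2 or Col-0 HL replicate 4 (log2 changes 0.61 and 0.62 against 0.67), nor after rescaling. HYH (AT3G17609, chromosome 3, 6023844 to 6024710) was at 18.8 ± 1.38 and 72.0 ± 4.77 in Col-0, 82.1 to 106.1 and 87.2 to 102.01 in the BBX32-10 libraries, and 31.2 ± 4.36 and 60.7 ± 7.66 in hy5-2. MYB75 (AT1G56650, chromosome 1, 21233555 to 21235292) was at 30.3 ± 9.33 and 59.6 ± 10.7 in Col-0, 119 ± 14.4 and 122 ± 57.2 in BBX32-10, and 21.1 ± 3.46 and 31.3 ± 5.85 in hy5-2. ELIP1 in BBX32-10 was at 177 ± 41.7 in LL and ranged from 40.9 to 547 in HL. The fall of ZAT10 (AT1G27730, chromosome 1, 9648021 to 9649323) in the Col-0 HL response was −0.63 and was called in 3 of 8 fits that left out a library (−0.82 to −0.42), and the rise of ELIP2, 1.65, in 2 of 8 (1.42 to 2.00). Above Col-0 in HL, BBX32-10 was called for CHS (0.75) in 5 of 8 such fits (0.68 to 0.88) and for MYB75 (0.91) in 6 of 8 (0.70 to 1.13). ZAT12 (AT5G59820, chromosome 5, 24102814 to 24103794) was not called against Col-0 in either line or light, with changes of −0.56 to 0.59. In BBX32-10 it was called in LL without Col-0 LL replicate 1 (0.76) or BBX32-10 LL replicate 4 (0.78), and in HL without BBX32-10 HL replicate 3 (0.81). APX2 (AT3G09640, chromosome 3, 2956156 to 2958330) was listed at 0 in every Col-0 LL library, reached 1 to 22 fragments in Col-0 HL, and was not tested.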

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

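The tests of scaling by total fragments, the corrections of the difference between the lines and the tests of BBX32-10 HL replicate 1 were chosen after the results had been seen.

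The HL response differed between lines in 3524 genes for BBX32-10 against Col-0, 116 for hy5-2 against Col-0 and 1405 between the lines, by the limma interaction. For BBX32-10, removing each library's trend with GC content and gene length left 3830 genes, thinning to equal depth 3493 and rescaling 3734, so none of these accounts for the count. Of the calls after the GC and length correction, 3065 were the same genes called the same way. Among 100 splits, 1 gave as many genes, and the highest other split gave 3282. For hy5-2, the same corrections left 61, 112 and 48 genes, and 3 of 100 splits gave as many. GC and length, or scaling, therefore cannot be the whole source of the hy5-2 count, but a large part of it depended on them. For the difference between the lines, the corrections left 1716, 1390 and 1648 genes, 1266 of the first being the same genes called the same way, so none of them accounts for the count. However, 5 of 100 splits gave as many genes and 1 reached 4793, although the median of the other splits was 0, so other groupings of the plants are not excluded. An effect of the genotypes on the response may underlie the BBX32-10 count, as a hypothesis.

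The size of the response differed by −0.75 between BBX32-10 and Col-0. Among the gene lists, the interactions were −1.16 for flavonoid and anthocyanin genes and 0.79 for antenna genes in BBX32-10, and −1.29 for flavonoid and anthocyanin genes in hy5-2. Across all list tests, 14 of 100 random assignments gave as many past the threshold as the observed one. The 3 interactions named here also passed under fry.

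Single genes with an interaction past the limma threshold in BBX32-10 were BBX32 (−2.16), HY5 (−1.40), HYH (−1.91), ELIP1 (−2.86), ELIP2 (−3.63), MYB75 (−1.07), AT2G27420 (−3.33), AT3G10185 (−2.44), AT5G58770 (−0.70), LPR1 (−1.88), LHB1B1 (1.49), AT5G48490 (1.78), ATCTH (2.00), PDF1.2A (2.89), AT3G06955 (2.41) and AT3G06655 (2.29). In hy5-2 they were HY5 (−1.60), HYH (−0.94), ELIP1 (−5.18), CHS (−1.81) and LPR1 (−2.28). The BBX32-10 interaction of MYB75 was called in 6 of 16 fits that left out a library (−1.28 to −0.85) and not after rescaling. That of PDF1.2A was called in 12 of 16 such fits (2.36 to 3.64), with the highest adjusted p of 0.0607 without Col-0 LL replicate 1, and not by voom. That of AT5G58770 was called in 8 of 16 (−0.82 to −0.57) and not after rescaling, and that of AT3G10185 in all 16 but not by voom. The HY5 interaction in hy5-2 was not called by voom. PDF1.2A, AT3G06955 and AT3G06655 held 0 to 8 fragments in the BBX32-10 LL libraries, so their positive interactions are bounded by the floor in that group. The HY5 interaction in hy5-2 follows from the loss of the HY5 transcript in that line. Most of the BBX32 interaction in BBX32-10 follows from the over-expression, because the Col-0 rise from 3.30 to 15.0 FPKM (log2 change 1.91) could not show beside the 845 FPKM of BBX32-10 LL; the line itself changed by −0.25, with replicate 1 lowest in HL. Reads shared with AT2G34420 leave LHB1B1 uncertain. The other technical tests were run on counts of genes, not on each gene, and no separate cause was tested for the other genes.

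BBX32-10 HL replicate 1 stood apart from the other 3 libraries of its group in AT3G10185 (9.59 FPKM), PCR1 (23.7), PDF1.2A (1.53), PR5 (40.4) and AT3G54830 (6.75), being higher in each. Its BBX32 level of 364 FPKM was 40.6% of the mean of the others. A library of another genotype under this label is argued against by its BBX32 level, 21.9-fold above the highest Col-0 or hy5-2 library. Material of Col-0 HL mixed into the library was tested by the Col-0 share that each gene implies, which differed by 0.389 between 35 genes higher and 72 genes lower in the other BBX32-10 HL libraries (medians 0.748 and 0.358). By the same measure replicates 2, 3 and 4 gave 0.063, 0.633 and −0.468, although in replicate 3, 41 of the 44 lower genes lay away from Col-0, where replicate 1 had none. Values beyond both groups, which a mixture alone does not give, did occur in replicate 1, such as ELIP1 at 547 FPKM against at most 254 in Col-0 HL and 215 in the other BBX32-10 HL libraries. Counted over tested genes at 1.5-fold or more, there were 21 in replicate 1 and 27, 34 and 181 in replicates 2, 3 and 4. The spread between plants thus covers the count of genes beyond both groups. The share of the lower genes had medians of −0.148, −0.0602 and −0.115 in replicates 2, 3 and 4. Of the higher genes of replicates 2, 3 and 4, only those of replicate 3 lay toward Col-0 (median 0.573). The reference of these replicates included replicate 1, which lay toward Col-0 and so shifts their shares away from it. Their shares and differences are therefore no fair measure of the spread between plants. A lean toward Col-0 in replicate 1 is the pattern to be explained, so a mixture and a difference between plants cannot be told apart. Exchanging this library with Col-0 HL replicate 1 still gave 3944 calls in the HL comparison of BBX32-10 with Col-0, against 4199, and exchanging it with hy5-2 HL replicate 1 gave 5864 calls between the lines, against 5788. A weaker or partly silenced transgene in this plant may be a source, and was not tested.

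Other libraries stood apart in single values. They were HY5 in hy5-2 LL replicate 3 (0.274 FPKM), CHS in hy5-2 LL replicate 4 (558), ChlADR2 in hy5-2 HL replicate 4 (1.07), PDF1.2A and THI2.2 in BBX32-10 LL replicate 3 (0.376 and 0.511), AT3G06955 in BBX32-10 LL replicate 1 (0.113), and APX2 in BBX32-10 LL replicate 4 (0.0250) and hy5-2 LL replicate 3 (0.0224). The APX2 values and the AT3G06955 value were 1 fragment each, so counting error alone covers them. Plastid genes took 0.0741% of fragments in BBX32-10 LL replicate 1. Though apart only in CHS, hy5-2 LL replicate 4 had the highest plastid share of all libraries (0.0812%). It also had the fewest genes at 1 FPKM (16058) and the lowest rescaling factor (0.869). Its chi-square per degree of freedom within its group was 66.8 to 74.9, against 15.9 to 27.1 among the others. Counts that move without this library carry that limit. In hy5-2 HL replicate 1, 16839 genes reached 1 FPKM, and that library was the deepest at 49341933 fragments. Col-0 HL replicate 4 had a score of 1.49 on the genes of the BBX32-10 comparison. In all, 16 of 206 groups of 4 had a library apart, where chance gives 10.3. No biological explanation was tested for these values.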

How the results depend on the processing

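Counts of calls kept within 1.5 times their value with a pseudocount of 0.1, without the filter, with a mean FPKM of at least 5 and with voom on recovered fragments, an alternative chosen after seeing the data, in each contrast where these were run. Under voom the count was 9015 for the HL response in Col-0, 3295 for the BBX32-10 interaction and 96 for that of hy5-2. It no longer called ELIP2 in the HL response of Col-0 and in hy5-2 HL, nor HY5 in the hy5-2 interaction, nor AT3G10185 and PDF1.2A in the BBX32-10 interaction. A pseudocount of 0.1 no longer called ELIP2 in the HL response of Col-0, HY5 in BBX32-10 HL, THI2.2 in hy5-2 LL and PGM in hy5-2 HL, and left the heat shock list of the BBX32-10 interaction short of the threshold, while ELIP2 became called in the hy5-2 interaction.

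A further 2-fold requirement, which by construction keeps fewer genes, left 1540, 326 and 988 genes in the HL responses of Col-0, BBX32-10 and hy5-2. It left 1122 and 621 for BBX32-10 against Col-0 in LL and HL, 9 and 58 for hy5-2 against Col-0, and 980 and 930 for hy5-2 against BBX32-10. The interactions kept 612 in BBX32-10, 30 in hy5-2 and 279 between the lines. The larger direction turned in some contrasts. The split became 455 higher and 533 lower in the HL response of hy5-2, and 346 and 776 for BBX32-10 against Col-0 in LL. For hy5-2 against BBX32-10 it became 633 and 347 in LL and 469 and 461 in HL. In the interactions it became 313 and 299 in BBX32-10 and 79 and 200 between the lines. In the other contrasts the larger direction stayed the same.

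Fits of only the libraries compared, which estimate the spread from fewer libraries, gave 1982 genes for the HL response in BBX32-10, 1940 for BBX32-10 against Col-0 in HL, 648 for hy5-2 against Col-0 in HL, 292 for the hy5-2 interaction, 3527 for hy5-2 against BBX32-10 in HL and 706 for the difference between the interactions. The counts among these that fell all held BBX32-10 HL. Its replicate pairs had a chi-square per degree of freedom of 64.7 to 232.7, against at most 74.9 in other groups. A spread shared by all groups may thus be too small for BBX32-10 HL, and its counts too large. The BBX32-10 interaction, which also held that group, gave 3780 against 3524. The cause was not tested.

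Rescaling gave 267 genes for hy5-2 against Col-0 in HL and 48 for the hy5-2 interaction, and lowered the genes called the same way in both lines to 35 in HL and to 36 in the interactions. It reversed the median of the flavonoid and anthocyanin list in the HL response of hy5-2 (−0.0083), of the reactive oxygen and high light list in the hy5-2 interaction (0.041), BBX32 in hy5-2 HL (0.066), and ZAT12 in the interactions of BBX32-10 (0.048) and hy5-2 (0.030). A pseudocount of 0.1 reversed ZAT12 in the BBX32-10 interaction (0.013). None of these reversed values was past the threshold before or after, and the cause was not tested. CHS and ELIP2 in the HL response of Col-0 and MYB75, AT5G58770 and the heat shock list in the BBX32-10 interaction were no longer past the threshold after rescaling, and the heat shock list of hy5-2 became past the threshold in HL (−0.19) and in the interaction (−0.25), as did the reactive oxygen and high light list for hy5-2 against BBX32-10 in HL (−0.61, adjusted p 0.0335 against 0.103).

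With the replicate number as a block, genes called the same way in HL fell to 39, and the size differences had exact permutation p of 0.0312 and 0.234. ZAT10 and ELIP2 in the HL response of Col-0, and PGM in hy5-2 HL, were no longer called. On average the numbers did not pair the samples: deviations of same-numbered libraries correlated at −0.031 and others at 0.010. The second value is no separate comparison, because deviations from a group mean cancel within the group. Pairing within single pairs of groups is not excluded. The averages for single pairs of groups ranged from −0.22 for Col-0 HL with BBX32-10 HL to 0.23 for Col-0 HL with hy5-2 HL, where the lowest of the 4 library pairs was at −0.065.

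Leaving out 1 library at a time gave 8345 to 8662 genes for the HL response of Col-0, 27 to 91 for hy5-2 against Col-0 in LL and 240 to 382 in HL, the lowest without hy5-2 LL replicate 4 and Col-0 HL replicate 4. The hy5-2 interaction ranged from 63 without Col-0 HL replicate 4 to 317 without hy5-2 LL replicate 4, and the difference between the interactions from 955 to 2736, the highest without BBX32-10 HL replicate 1. Genes called the same way ranged from 15 (without Col-0 LL replicate 2) to 59 (without hy5-2 LL replicate 1) in LL, from 24 (without Col-0 HL replicate 4) to 131 (without BBX32-10 HL replicate 1) in HL, and from 53 (without Col-0 HL replicate 4) to 218 (without hy5-2 LL replicate 4) in the interactions. The correlation in HL ranged from −0.14 to 0.029 and changed sign without Col-0 HL replicate 1. The size difference of hy5-2 ranged from −0.19 to −0.090 and reached an exact permutation p of 0.0453 without hy5-2 HL replicate 4. The size difference of BBX32-10 kept its sign and its side of the threshold in all 16 such fits.

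Among named genes, fits that left out 1 library reversed ZAT10, ELIP1 and ELIP2 in BBX32-10 HL (ranges −0.26 to 0.0098, −1.06 to 0.18 and −1.31 to 0.34), CHS in hy5-2 LL (−0.23 to 0.17), BBX32 in hy5-2 HL (−0.075 to 0.046) and ZAT12 in the interactions of BBX32-10 (−0.20 to 0.22) and hy5-2 (−0.19 to 0.21). ELIP1 in BBX32-10 HL was called at −1.06 without BBX32-10 HL replicate 1 (limma adjusted p 0.0284, and up to 0.793 in the other fits). Over the named genes in the HL response of Col-0, in the comparisons of the lines with Col-0 and in the interactions of each line with HL, 48 single fits that left out 1 library no longer called a gene result called with all libraries, and 4 called one that was not. For the HL responses of the lines and for hy5-2 against BBX32-10, no such fit was read gene by gene. The gene lists were not refitted with a library left out. Depth limits genes near the floor: at 0.0203 to 0.0282 FPKM per fragment of a 1 kb gene, the changes of APX2, AT3G06955 and AT3G06655 rest on few fragments.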

Other observations

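The tests of high light exposure, of a response present before HL and of the salicylate-associated list were chosen after the patterns had been seen.

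Other splits of the libraries were refitted for each count. In the HL responses of Col-0, BBX32-10 and hy5-2, in BBX32-10 against Col-0 in LL and HL, in hy5-2 against Col-0 in LL and HL, and in hy5-2 against BBX32-10 in LL, 1 of 35 splits, the real one, gave as many genes. In hy5-2 against BBX32-10 in HL it was 2 of 35. For genes called the same way, 1 of 100 assignments gave as many in LL, 2 of 100 in HL, where another reached 2791, and 1 of 100 in the interactions. The correlations between the lines were as far from 0 in 78, 81 and 49 of 100 assignments for LL, HL and the interactions. Distance from 0 is no measure of similarity here, because in unchanged lines shared controls alone put r at 0.48, 0.49 and 0.47 on average. Changed lines need not share that level, so it is no baseline for the observed r either. In HL, r was −0.10, below the range of the unchanged lines, and −0.32 to −0.058 in the 6 ways of giving each line separate Col-0 libraries.

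In LL, BBX32-10 was shifted in the direction of the HL response. Of 988 genes chosen in hy5-2, 799 (80.9%) moved the way HL moved them, with a median shift of 0.54. The score was higher in all 4 BBX32-10 LL libraries than in any Col-0 LL library (difference 0.66, exact two-sided permutation p = 0.0286, n = 4, the smallest that 70 arrangements allow). A shift in LL was not limited to this line: on the 326 genes chosen in BBX32-10, the hy5-2 LL libraries scored 0.094 to 0.17, also above every Col-0 LL library (at most 0.089), with a difference of 0.14. Whether the shifts of the lines differ was not tested. Exposure of these plants to some high light as a uniform share of the response is argued against, because the heat shock genes moved by 9.93% of their Col-0 response (4.27 to 12.6 leaving out 1 library), the antenna genes by 31.6% and the flavonoid and anthocyanin genes by 152%. A weaker exposure whose effect does not scale evenly stays open. A candidate explanation is that part of the HL response is present in BBX32-10 before HL, a hypothesis found and tested on the same libraries.

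Defence genes were among the largest falls in BBX32-10. A list of 20 salicylate-associated genes, written after PR5, PCR1 and other defence genes had been seen and without them, had 19 tested genes, all lower in BBX32-10 LL (median −1.84, fry p 1.08e-08; 1 of 35 splits gave as large a median). In HL 18 were lower (median −0.89, fry p 5.22e-05), but 2 of 35 splits gave as large a median. The interaction with HL had a median of 0.83, with 7 genes called higher (fry p 0.00699), but 25 of 100 splits gave as large a median, so a smaller fall in HL than in LL is not separated from other groupings. In hy5-2, 19 were lower in LL and 15 in HL, with medians of −0.22 and −0.15 (fry p 0.230 and 0.363), and 11 and 16 of 35 splits gave as large a median. Rescaling gave −1.90 and −0.89 for BBX32-10. The list is of the same kind as the genes seen first and was read in the same libraries, so its fall describes the pattern further and tests no cause of it.

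Sequence linked to the HY5 locus was tested as a source of the hy5-2 effects. Within 2 Mb of HY5, 20 of 475 called genes (4.21%) lay there against 4.61% of tested genes (Fisher's exact test p = 0.824), so linkage does not account for the set as a whole.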
